A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

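Genomic DNA from the tails of 7 mice was hybridized to custom Agilent arrays against DNA of a single male reference mouse of the same strain. The mouse carried Cy3 on array A and Cy5 on array B of each pair. The groups, parent and progeny, and the mouse of each array came from the labels, and the sire and dam from the description of the series.

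The deposited scanner files came from Agilent Feature Extraction 10.7.1.1 and held 966371 features per array, with positions in NCBI37 (mm9) per the file headers. The processed intensity of each channel was, per the file headers, background-subtracted, spatially and multiplicatively detrended, and dye-normalized by a linear factor. The log10 ratio of red (Cy5) over green (Cy3) in the deposited files was made from these processed signals. The log2 values of the deposited value table were the reference over the mouse on all 14 arrays and equalled the scanner log ratio with its sign turned where needed, within 5.79e-07. The value table listed 964482 rows, was not centred, and its column medians lay between -0.0126 and 0.0236. How its rows were chosen is not given in the sources used here. The study made its first calls on such arrays, and its further arrays and PCR checks are not analysed here.

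For the main values, the log2 ratio of the processed intensities was turned to mouse over reference and centred on the autosomal median of each array, with no loess or quantile step. Control features (6745) and spots with outlier flags (146 to 502 per array) were left out, and repeated spots of a probe (11711 probes) were averaged. The 36 features on unplaced sequence were not used. No saturated feature was excluded. Between 0.188% and 2.53% of the features of an array were not well above background, and the median net signal of a channel ran from 89.1 to 177.7 intensity units.

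A probe was called positive when its log2 ratio exceeded 0.8 in size with the same sign on both arrays of a mouse, or when it and a neighbouring measured probe all exceeded 0.5 with that sign. This is the first-screen rule of the study with the direction fixed. Positive probes of the same direction joined into a region when at most 1 measured probe lay between them. A probe of a progeny mouse was de novo when it was not positive in the same direction in either parent, and a region was de novo when this held for its positive probes. Progeny and parents were compared by an exact two-sided permutation test over the 21 choices of 2 parents among 7 mice. The dye-swap pairing test was an exact one-sided permutation test over the 120 ways of pairing the 5 A arrays with the 5 B arrays of the progeny. Dixon's ratio was computed within the 5 progeny. The text names, by a rule set in advance, de novo regions of 2 or more probes, up to 5 single-probe calls per progeny mouse with the largest mean log2 ratio in size, and the 10 other regions with the most positive probes. Where many items met the rule, the extremes and examples are given and the others are summarised. Any other region is said to have been chosen after its values were seen.

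The settings varied, chosen before the data were examined, were other thresholds (1.0 and 0.6 for a single probe, 0.4 and 0.6 for neighbours), no condition on direction, normexp background correction (offset 50), Agilent's log ratio without centring, the value table, dim probes left out, outlier flags kept, a long running median subtracted, a parents' rule that asked for a difference of 0.5 from each parent, joining across 0 or 3 probes, scan days, and leaving out each mouse in turn. Normexp was fitted on median spot and background signals, as the deposited files used here gave no mean signals. The files gave 5 scan days, and the dam and progeny 2 shared the third, so the comparison of these mice was repeated with the dam as the only parent. Scan days held too few mice for any other comparison within a day. Alternatives chosen after seeing the data were the subtraction of the dye effect of each probe estimated from the other 6 mice, with and without normexp, the subtraction of a trend with signal in 200 bins, leaving out the 10% of probes with the lowest signal, a running median over 11 probes (runs of at least 5 probes beyond 0.35), and medians of 5 Mb bins with at least 300 probes. Antigen receptor loci, Ide, Nnt and lists of gene families had been planned and were not analysed here, since the array files used here pair no gene names with positions and the annotation at hand is of another build.

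The calling was tested on simulated data with 500 planted regions of each size on the 950713 probes analysed. Losses of -1 were found in 51.4% of regions of 1 probe, 91.6% of 2 probes, 99.8% of 5 probes and 100% of 10 probes. Gains with the ratio of 3 to 2 copies were found in 4.2%, 13.8%, 40.2% and 64.2% of such regions. In the 5 simulated progeny, 39 de novo probes were called where nothing was planted. The simulated noise had the same spread at all probes of an array and held no probes near background. These rates need not hold for the real arrays. The running median found 98.7% of planted regions of 10 probes, and a chromosome planted at 0.13 came back at 0.125. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.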

Results

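Tail DNA of a single family of C57BL/6J/Nrs mice was examined by array comparative genomic hybridization, in which the DNA of a mouse and the DNA of a reference mouse carry different dyes and compete for the same probes. The family was a non-irradiated control family (0 mGy) of a study on males exposed to gamma rays, and it held 2 parents, the sire (parent 1) and the dam (parent 2), and their 5 progeny (progeny 1 to 5). Each of the 7 mice was hybridized on 2 dye-swapped arrays against the same male reference, which gave 14 arrays. The 2 arrays of a mouse shared its DNA and were counted as 1 replicate. The study took the tails of dams after weaning and those of sires and progeny at natural death. Age at sampling thus differed between the dam and the other mice. The analysis covered 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome and 23 on the Y chromosome. Positions are in the mouse build NCBI37 (mm9) as the array files give them. The array files pair no gene names with these positions, so regions are given by position only. All log2 ratios are mouse over reference.

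Noise differed between arrays, and their small number limits the precision of every value below. The derivative log ratio spread, the noise between neighbouring probes on the log2 scale, ran from 0.21 for the sire to 0.31 for progeny 4. Across autosomal probes, the log2 ratios of the 2 arrays of a mouse correlated at -0.29 in progeny 1 and at -0.01 in progeny 4, the lowest and highest of the 7 mice. Probes are not independent replicates, so no test was attached to these correlations. The dye component of each probe, the difference between its swapped arrays, correlated between mice at 0.37 to 0.45 over 21 pairs of mice.

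The sex chromosome probes were used to measure what a change from 1 to 2 copies gives on these arrays. On the X chromosome, the mean log2 ratio was 0.02 ± 0.15 (SD over 68 probes) in the sire and 0.01 ± 0.15 in progeny 1. It was 1.01 ± 0.24 in the dam, 0.93 ± 0.18 in progeny 2, 0.97 ± 0.21 in progeny 3, 0.94 ± 0.22 in progeny 4 and 0.89 ± 0.22 in progeny 5. On the Y chromosome, the mean was 0.07 ± 0.27 (SD over 23 probes) in the sire and -0.05 ± 0.13 in progeny 1, and it lay between -2.37 and -2.13 in the dam and progeny 2 to 5. Between 83.8% and 89.7% of X probes passed the rule for a positive probe in the dam and progeny 2 to 5, against 0% in the sire and progeny 1. Against the male reference, the dam and progeny 2 to 5 thus had the values of 2 X copies and a lost Y signal. The sire and progeny 1 had those of 1 X copy and a Y. The labels give the sex of all 7 mice as male, while the description of the series calls the dam female. These values argue against the male label for the dam and progeny 2 to 5, and no groups were made from them. With normexp background correction (offset 50), the X mean of the dam was 0.50.

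The means of whole autosomes ask whether any mouse carried a change of a whole chromosome. Chromosome 15 of progeny 5 had a mean log2 ratio of 0.132, and it was 0.147 on the array with the mouse in Cy3 and 0.116 on the array with the mouse in Cy5. The other 132 means, over 19 autosomes and 7 mice, lay between -0.022 and 0.012 with an SD of 0.0049. Among the 5 progeny, the value of progeny 5 on chromosome 15 stood apart by Dixon's ratio of 0.945, above the critical value of 0.71. The lowest of the other means, -0.022, was that of chromosome 6 in the same mouse. The mean of chromosome 15 was smaller than the X difference above and was carried by a single mouse, so it has no replicate beyond the dye swap. With normexp it was 0.0991.

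**Figure D1:**
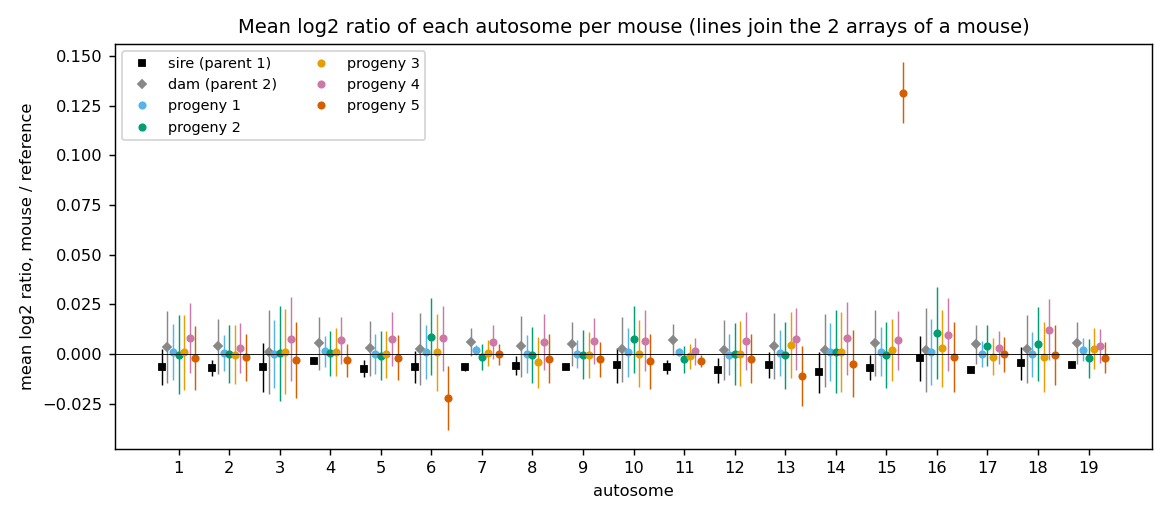
Mean log2 ratio of mouse over reference for the 19 autosomes (horizontal axis) in each of the 7 mice. Points are the mean of the 2 arrays of a mouse and lines join the values of the arrays; chromosome 15 of progeny 5 lies at 0.132 and all other means lie between -0.022 and 0.012.

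**Figure D2:**
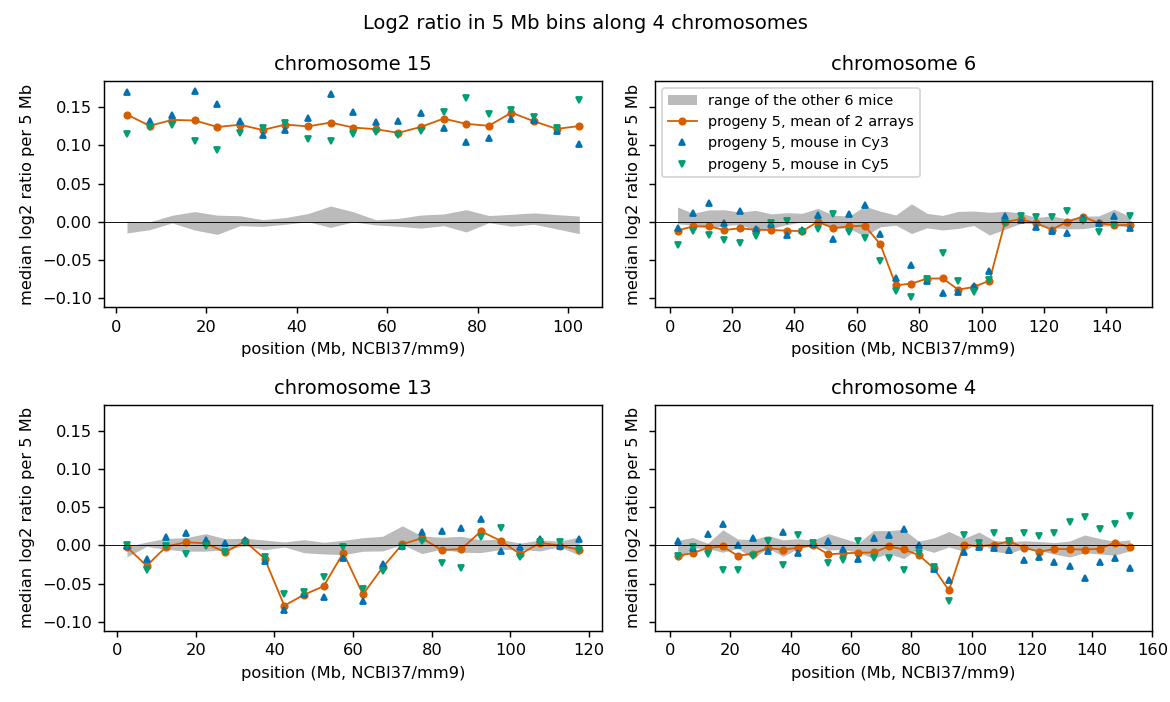
Median log2 ratio of mouse over reference in bins of 5 Mb along chromosomes 15, 6, 13 and 4 (position in Mb), with points for progeny 5 and its 2 arrays and a grey band for the range of the other 6 mice. The 21 bins of chromosome 15 lie between 0.117 and 0.143, and stretches of chromosomes 6, 13 and 4 lie below the band.

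The next comparison asked whether the progeny of unexposed parents carried more aberrant probes than their parents. A probe was positive when its log2 ratio was beyond 0.8 in the same direction on both arrays of a mouse, or when it and a neighbouring probe were all beyond 0.5. The sire had 84 loss and 31 gain probes and the dam had 184 and 338. Progeny 1 had 60 loss and 63 gain probes, progeny 2 had 224 and 231, progeny 3 had 270 and 288, progeny 4 had 216 and 764, and progeny 5 had 144 and 178. Positive probes made up 0.0121% of the measured autosomal probes in the sire and 0.103% in progeny 4. The progeny had 488 ± 320 positive probes (SD, n = 5) and the parents 319 ± 288 (SD, n = 2), a difference of 169.1 (exact two-sided permutation test over 21 splits, p = 0.476). The difference was 48.8 for losses (exact permutation p = 0.524) and 120.3 for gains (exact permutation p = 0.667), where 0.0476 is the smallest p these 21 splits can give. The sire (115) and progeny 1 (123) had the lowest totals, against 322 to 980 in the other mice. These 2 mice also stood apart on X and Y probes. Their arrays had the fewest features not well above background, 0.188% to 0.468% against 0.879% to 2.53%. Totals thus split along these lines and not by generation, and the test accounts for neither. Between 59.1% (sire) and 85.1% (progeny 5) of the positive probes were among the 10% of probes with the lowest signal. With normexp the totals per mouse fell to between 12 and 102, and the difference turned to -4.7 (exact permutation p = 1), as it turned to -34.4 without the sire.

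De novo regions, where a progeny mouse was positive and neither parent was positive in the same direction, addressed new copy number changes. There were 55 regions of 2 or more positive probes, 20 losses and 35 gains, of which progeny 1 had 1, progeny 2 had 3, progeny 3 had 8, progeny 4 had 34 and progeny 5 had 9. The region with most probes was a loss of progeny 3 on chromosome 4, from 128093229 to 128104396, with 5 positive probes and a mean log2 ratio of -1.05 ± 0.18 (SD over probes). The same probes averaged 0.02 in the sire, -0.21 in the dam and between -0.12 and 0.07 in the other 4 progeny. The remaining 54 regions had 2 probes each. Among them, a loss of progeny 4 was called on chromosome 19 from 39101968 to 39106749 at -1.28 ± 0.77. That region also had 1 positive probe in progeny 3 and 1 in progeny 5. A gain of progeny 4 was called on chromosome 17 from 36339663 to 36342175 at 1.69 ± 0.22. With normexp the means of these 2 regions were -0.20 and 0.07. Progeny 3 had a loss called on chromosome 5 from 13972642 to 13976841 at -0.88 ± 0.13, and at -0.17 with normexp. A loss on chromosome 17 from 19255436 to 19262394 was called in progeny 2 at -0.88 and in progeny 5 at -0.82, with -0.14 in the sire and -0.19 in the dam. Progeny 4 also had losses on chromosome 13 from 69695819 to 69698114 at -0.77, on chromosome 2 from 4769070 to 4771557 at -0.72 and on chromosome 5 from 90924990 to 90927274 at -0.71. On the chromosome 13 region progeny 3 had 1 positive probe and a mean of -0.62. Its gains included chromosome 3 from 39287445 to 39289739 at 0.95, chromosome 11 from 45627546 to 45629874 at 0.95 and chromosome 17 from 52958120 to 52959620 at 0.91. Progeny 5 had gains on chromosome 3 from 139917635 to 139920079 at 0.84 and on chromosome 15 from 27802375 to 27805056 at 0.74. Progeny 2 had a loss on chromosome 14 from 59965473 to 59997546 at -0.75. Over all regions, losses lay between -1.28 and -0.56 with a median of -0.72, and gains between 0.55 and 1.69 with a median of 0.73. With normexp, 1 of the 20 losses and 1 of the 35 gains still had a positive probe. Called anew from the normexp values, there were 4 de novo regions. They were part of the chromosome 4 loss of progeny 3 (2 probes from 128093229 to 128097240), a gain of progeny 1 on chromosome 4 from 43054109 to 43056726, and losses of progeny 4 on chromosome 7 from 87758535 to 87760318 and on chromosome 9 from 12677057 to 12688547.

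The gain of progeny 1 on chromosome 4 from 43054109 to 43056726 had a mean of 0.70 ± 0.05, and the dam had 0.46 on the same probes. It lay inside a longer stretch of 22 probes from 43050589 to 43086931 whose median log2 ratio was 0.54 in the dam, 0.55 in progeny 1, 0.51 in progeny 2 and 0.53 in progeny 5. In the sire, progeny 3 and progeny 4 the median of this stretch was 0.03, -0.02 and -0.05. The stretch was chosen after its values were seen, from a running median over 11 probes. The call as de novo in progeny 1 thus rested on the dam lying below the threshold at these 2 probes.

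**Figure D3:**
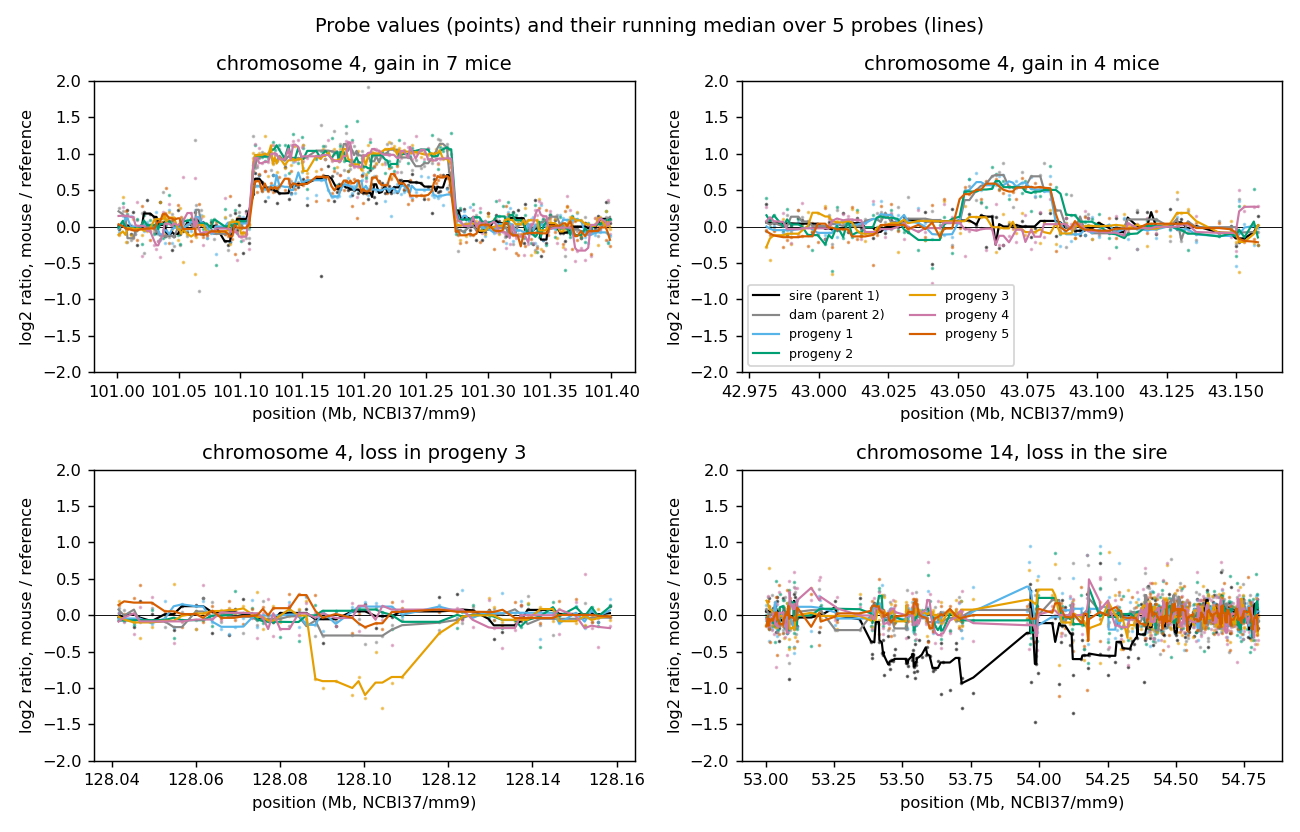
Log2 ratio of mouse over reference by position (Mb) in 4 regions, with points for probes and lines for their running median over 5 probes in each of the 7 mice. The first chromosome 4 gain runs at about 0.55 or 0.97 depending on the mouse, the second is present in the dam and progeny 1, 2 and 5, the chromosome 4 loss is at about -0.92 in progeny 3, and the chromosome 14 loss is seen in the sire.

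Counted by probe, the 5 progeny had 803 de novo loss probes, 41 in progeny 1, 204 in progeny 2, 232 in progeny 3, 201 in progeny 4 and 125 in progeny 5. They had 1261 de novo gain probes, 45, 162, 213, 679 and 162 in the same order. The mean was 160.6 ± 77.8 losses and 252.2 ± 246.4 gains per mouse (SD, n = 5). The largest single-probe calls of each mouse were 9 losses, from -1.51 to -2.21, and 16 gains, from 1.49 to 2.43. They included a gain of progeny 2 on chromosome 8 at 94923624 (2.43), a gain of progeny 4 on chromosome 1 at 113686880 (2.36), a loss of progeny 3 on chromosome 10 at 35083340 (-2.21) and a loss of progeny 5 on chromosome 4 at 79504999 (-2.20). All 25 were among the 10% of probes with the lowest signal, and 0 of them were positive with normexp. With normexp there were 39 de novo loss probes, 27 of them in progeny 4, and 19 de novo gain probes. At every such loss probe of progeny 2 and progeny 5 the dam was also low, between -1.32 and -0.73 in the main values. She was also low at 11 of the 27 in progeny 4, and in progeny 3 on chromosome 5 at 113756902 (-1.16 in progeny 3 and -1.09 in the dam). The call as de novo at these probes rested on the threshold in the dam. At the chromosome 5 probe, progeny 2 to 5 lay between -1.16 and -1.02, against -0.05 in the sire and -0.12 in progeny 1. That is the pattern of the loss regions shared by the dam and progeny 2 to 5 treated below, so inheritance from the dam cannot be read from it.

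**Figure D4:**
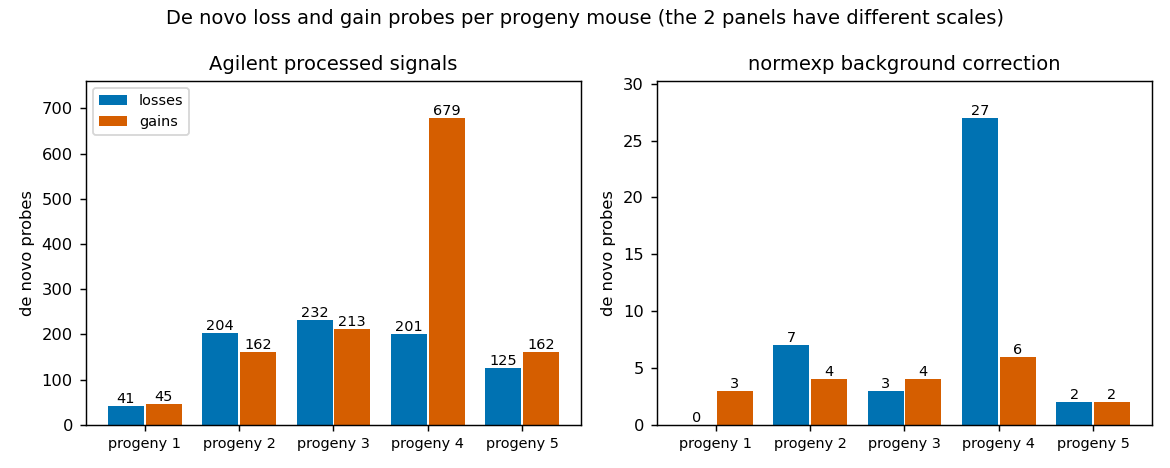
Number of de novo loss and gain probes (bars) in each of the 5 progeny mice, from Agilent's processed signals and with normexp background correction. Progeny 4 has 679 gain probes in the first panel and 27 loss probes in the second.

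Pairing each array with the swapped array of another progeny mouse asked how many de novo probes needed both arrays of the same mouse. The 2 arrays of a mouse also shared a scan day, and those of progeny 1 were both quiet (spread 0.233 and 0.218). Own pairs thus matched in more than DNA, and the test cannot separate these. The A array of progeny 2 with the B array of progeny 3 gave 243 loss probes, against 204 and 232 for their own pairs. The own pairs gave 803 loss probes against a mean of 639 over the 119 other pairings, the highest of which gave 806 (exact one-sided permutation test over 120 pairings, p = 0.0167). They gave 1261 gain probes against a mean of 961 and a highest of 1287 (exact permutation p = 0.0333). The excess of the own pairs over that mean was 164 loss probes, 20.5% of the count, and 300.1 gain probes, 23.8% of the count. Progeny 4 carried much of it, since without this mouse the excess was 61.6 loss probes and 40.2 gain probes. With normexp the own pairs gave 39 loss probes against 15.6 and 19 gain probes against 13.4, each at an exact permutation p of 0.00833, the smallest that 120 pairings can give. The test for gains had p = 0.0583 at a single-probe threshold of 1.0, and with no condition on direction p was 0.508 for losses and 0.4 for gains. Without progeny 1, 4 or 5 in turn p rose to between 0.0833 and 0.167, where 0.0417 is the smallest p that 4 progeny allow.

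The regions were then sorted by the mice that carried them, since a region found in all mice can come from the reference. Positive probes of any mouse joined into 2449 distinct regions, of which 2 were carried by all 7 mice, 81 by a parent and some progeny, 436 by a parent only and 1930 by progeny only. The region with most probes was a gain on chromosome 4 from 101110482 to 101270535, with 73 positive probes over 160054 bp. Its mean log2 ratio was 0.98 in the dam, 0.98 in progeny 2, 0.96 in progeny 3 and 0.95 in progeny 4, and it was 0.54 in the sire, 0.54 in progeny 1 and 0.58 in progeny 5. Next came loss regions of the sire on chromosome 14, with 7 positive probes from 53610045 to 53673548 at -0.80, 6 from 53536480 to 53544285 at -0.66, 4 from 53714075 to 53759064 at -1.03 and 3 from 53514644 to 53517429 at -0.72. The mean of each of these in the dam and the 5 progeny lay between -0.16 and 0.10, apart from 0.12 for progeny 3 in the last of them. Smaller sire losses on the same chromosome ran from 53969067 to 53984192 at -1.19 and from 54122647 to 54123960 at -1.08. From 53402577 to 54353826, a stretch chosen after its values were seen, the sire had 28 positive probes, and 10 with the deposited value table. A loss on chromosome 3 from 25417435 to 25444229, with 4 probes, was at -1.52 in the dam and between -1.62 and -1.37 in progeny 2 to 5, against 0.07 in the sire and 0.10 in progeny 1. Gains on chromosome 14 from 92368686 to 92377267 and from 103893411 to 103896336 were at 1.19 and 1.08 in progeny 4 and at 0.74 and 0.53 in the dam. With normexp the number of distinct regions fell to 60, with 1 in all 7 mice, 15 in a parent and some progeny, 10 in a parent only and 34 in progeny only.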

Values the study reported

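The study selected autosomal probes with a spacing of about 2 kb. In the mouse named progeny 3 here, it listed a deletion on chromosome 4 with 6 positive probes in the first array experiment, which PCR found again. For this family it listed no other de novo change with 2 or more such probes. In the mouse named progeny 4 here, it listed 19 deletion candidates left after a second array experiment. Of these, 7 were examined by PCR and 4 were found again. The 27 de novo loss probes called here in progeny 4 with normexp did not cover the chromosomes of all 4 deletions. These probes thus did not include all 4. The positions were not compared further, since the study gave them in another mouse build. No duplication candidate was listed for this mouse. It listed both of these mice as female. Mice with 4 or more copy number changes, such as progeny 4, were kept apart from its list of 11 deletions without irradiation and 31 after it. The share of progeny with a de novo deletion was 7.1% without irradiation of the father (11 of 156 mice) and 20.4% after it (29 of 142 mice).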

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

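All tests in this part were chosen only after the result was seen, except the search for sequence shared with the sex chromosomes, which was planned earlier and could not be run. Among the 5 progeny, 29 groups of values were examined for a mouse far from the others, and 8 showed such a mouse. Chance would give about 1 in 20 independent groups (1.45 of the 29). These groups were not independent, since X and Y probes set apart the same mouse and de novo gain probes also form de novo regions. The count of 8 therefore cannot show an excess over chance.

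Chromosome 15 of progeny 5 was far above the other progeny, at 0.132 against values up to 0.0069. A fault of a single array or dye is argued against by the dye swap, since the chromosome lay above the other autosomes by 0.132 on the array with the smaller difference and by 0.138 on the other. A wave along the genome is argued against by the 5 Mb bins, as the lowest of the 21 bins of chromosome 15 (0.117) lay 0.098 above the highest bin of all other autosomes of this mouse. Among the explanations examined, the hypothesis that remained was a further copy of the whole chromosome in part of the cells. Its median lay 0.404 and 0.468 below those of the 2 inherited gains on chromosome 4 in the same mouse, at 43050589 and 101110482, with a bin SD of 0.0065, and a single added copy would be present in 19.6% of the cells, or 13.1% with normexp. A mixture with DNA of another animal was not tested, and the value rests on a single DNA sample. Since that sample was taken at natural death, a change acquired during life cannot be told apart from an earlier one.

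Progeny 4 had 679 de novo gain probes against 45 to 213 in the other progeny, and 34 de novo regions of 2 or more probes against 1 to 9. Among the 10% of probes with the lowest signal on the other 6 mice were 87.8% of them, but also 92.0% to 96.2% of those of the other progeny, so signal close to background is a feature of these calls in all 5 progeny and leaves the excess of progeny 4 open. Outside the 10% with the lowest signal over all 7 mice, progeny 4 had 87 de novo gain probes against 3 to 13, and with normexp, which also lowered the X mean, it had 6 against 2 to 4, with 4 of the 679 still positive, so copy number changes of the mouse cannot be told apart from calls near background. Array noise stays open too, because 1 array of this mouse had the highest spread of all (0.310) and the other (0.264) did not. An array of progeny 2 had nearly the same spread (0.304), and that mouse had 162 de novo gain probes. Paired with arrays of other progeny, the A array of progeny 4 gave 113 to 364 and its B array 184 to 383 such probes. The study, after its second array experiment, listed only deletions among the candidates of this mouse. No biological explanation from the design was tested, as all progeny had unexposed parents.

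Loss regions carried by the dam and progeny 2 to 5, and not by the sire or progeny 1, formed another pattern: of 47 loss regions of the dam and some progeny, not the sire, 35 were carried by 1 to 3 progeny and 12, on 8 chromosomes, by at least 4. Of these 12, 5 were below -1.5 in all 4 progeny with the sire near 0, which argues against inheritance of a single lost copy from the dam for these 5, among them chromosome 6 at 104241394 (-4.10 in the dam and -4.34 in progeny 2) and chromosome 9 at 35857910 (-3.00 and -2.92), single probes chosen after their values were seen. Except on chromosome 10 at 109080186 (-1.02 to -0.96 in progeny 2 to 5), the others of the 12 lay between -2.43 and -1.23 in these 4 progeny. That is lower than the -1 of a single lost copy and argues against it there too, and the chromosome 10 region stays open. The recurrence of sets cannot decide on independent inheritance from the dam, since among the 47 regions another set of progeny recurred on 9 chromosomes. With regions chosen by the dam alone, at 5 thresholds from -0.8 to -2, progeny 2 to 5 shared regions on 9, 9, 9, 7 and 5 chromosomes and the most frequent other set on 9, 7, 5, 5 and 1. These are the mice with a low Y signal, so probes that also bind sequence of the Y chromosome may be the source, a hypothesis for which 0 of the 15 probes could be searched, as the array files used here hold no probe sequences.

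The mean log2 ratio of X probes in progeny 1 (0.010) lay far below the 0.89 to 0.97 of the other progeny, and that of its Y probes (-0.046) far above their -2.35 to -2.13. Progeny 1 had the values of a single X copy and a Y, as the sire had, and the other progeny did not. Chromosome 6 of progeny 5 had a mean of -0.022 against 0.00092 to 0.0088 in the other progeny. In progeny 4, chromosome 5 had a mean of 0.0075 against values from -0.0017 to -2.63e-05, and chromosome 9 had 0.0067 against -0.0026 to 7.93e-05. These 2 chromosomes were not particular, as all 19 autosome means of progeny 4 were above 0, from 0.0015 to 0.0124.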

How the results depend on the processing

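The dye effect, signal trend, lowest-signal, running median and 5 Mb bin settings were chosen after seeing the data. Per progeny mouse, between 44.3% and 96.8% of de novo losses and between 87.2% and 96.2% of de novo gains were among the 10% of probes with the lowest signal. Normexp also lowered the X mean. De novo losses (803) became 39 and gains (1261) became 19 with normexp, 68 and 18 with normexp and the dye effect subtracted, 197 and 294 with dim probes left out, 168 and 105 without the 10% of probes with the lowest signal, 293 and 486 at a single-probe threshold of 1.0, 3326 and 4280 at 0.6, and 3361 and 4154 with no direction condition. Each stayed within 1.5 times the main count in 9 of 16 alternatives. The 55 regions became 4 with normexp, 9 with normexp and the dye effect subtracted, 88 with the dye effect subtracted, 31 with dim probes left out, 18 without the lowest 10% of signals, 15 under the parents' rule, 315 and 13 at neighbour thresholds of 0.4 and 0.6, 428 with no direction condition and 5 by the running median. They stayed within 1.5 times in 9 of 19 alternatives. The progeny minus parent difference turned to -4.7 with normexp and kept its direction in 14 of 15 alternatives, with exact permutation p from 0.429 to 1. The pairing test p was 0.508 for losses and 0.4 for gains with no direction condition, and 0.0583 for gains at a threshold of 1.0. It stayed on its side of 0.05 in 13 of 14 alternatives for losses and 12 of 14 for gains. Leaving out each mouse in turn gave 571 to 903 losses, 582 to 1456 gains, 21 to 68 regions, a progeny minus parent difference of -34.4 (without the sire) to 372.6 (without the dam), and pairing p of 0.00833 to 0.0833 for losses and 0.025 to 0.167 for gains. Progeny 4 decided the low ends of 582 gains and 21 regions. With the dye effect subtracted the pairing test is void and was not run, since the correction uses the arrays that are paired. Distinct regions fell from 2449 to 60 with normexp (15 in a parent and some progeny, 34 in progeny only). The highest X mean was 0.50 with normexp and 0.98 with dim probes left out, the lowest Y mean was -0.47 and -1.26, and the chromosome 15 mean of progeny 5 was 0.0991 with normexp. The value table, uncentred ratios and kept outlier flags left these means and the counts above close to their main values, except that the sire had 10 positive probes in its chromosome 14 loss with the value table in place of 28, and progeny 1 had 4 in the second chromosome 4 gain with uncentred ratios in place of 2. Progeny 2 had 204 de novo losses with both parents and 204 with the dam of the same scan day alone. The cause of the other changes was not tested. No paired analysis was possible because the replicate numbers of parents and progeny only name mice. Antigen receptor loci and gene lists were not run for want of gene names in this build.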

Other observations

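The running median over 11 probes and the 5 Mb bins, which were chosen after the data had been seen, gave the values in this part, and all regions here were chosen after their values were seen. The running median gave 8 distinct regions and 18 runs in the 7 mice. Randomly reordered probes gave a mean of 0.05 runs in progeny 3, 0.15 in progeny 4 and 0 in the other mice over 20 reorderings. Reordering removes any likeness between neighbouring probes, whatever its source. It therefore cannot show that a run is a copy number change. The gain on chromosome 4 from 101110482 to 101270535 ran at medians of 0.97 in the dam, 0.98 in progeny 2, 0.98 in progeny 3 and 0.97 in progeny 4, and at 0.55 in the sire, 0.52 in progeny 1 and 0.59 in progeny 5. The log2 ratios of 4 to 2 copies and of 3 to 2 copies are 1 and 0.58. The gain on chromosome 4 from 43050589 to 43086931 was at 0.51 to 0.55 in the dam and progeny 1, 2 and 5. A weaker gain on chromosome 8 from 102159918 to 102208129 had medians of 0.27 in the dam, 0.44 in progeny 2, 0.18 in progeny 3, 0.36 in progeny 4 and 0.29 in progeny 5, against -0.02 in the sire and 0.05 in progeny 1. The de novo gains of progeny 4 on chromosome 8 from 102148548 to 102150054 and of progeny 5 from 102153172 to 102155515 lay beside it, and the dam had 0.41 and 0.59 on their probes.

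The sire had losses that none of the 5 progeny carried. On chromosome 14 from 53402577 to 54353826, 99 probes had a median of -0.55 in the sire and between -0.02 and 0.01 in the dam and the progeny. On chromosome 10 from 33897213 to 33933441, 19 probes had a median of -0.51 in the sire and between -0.05 and 0.06 in the dam and the progeny. Both sire medians were smaller in size than the -0.92 of the progeny 3 loss given next. Whether all cells of the sire carried these losses was not tested, so they cannot be read as copies that could have been handed on. The loss of progeny 3 on chromosome 4 extended over 10 probes from 128088411 to 128109071 at a median of -0.92, where the sire had -0.01 and the dam -0.28. Of the 10 probes, 5 passed the first-screen rule in progeny 3.

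Progeny 5 also had stretches with lower ratios on both arrays. Of 497 bins of 5 Mb, 33 lay beyond 6 robust SD from the median bin in progeny 5, against 0 in the other 6 mice. Outside chromosome 15 they lay on chromosome 6 from 70 to 105 Mb (median -0.080, 7 bins), chromosome 13 from 40 to 55 Mb (-0.068, 3 bins) and from 60 to 65 Mb (-0.064), and chromosome 4 from 90 to 95 Mb (-0.059). The values on chromosome 6 were -0.077 with the mouse in Cy3 and -0.079 with the mouse in Cy5. If a single copy were lost, they would correspond to 9.83% of the cells on chromosome 6, 8.19% and 7.73% on chromosome 13 and 7.03% on chromosome 4. With normexp, which also lowers the X mean, the medians were -0.045 on chromosome 6, -0.036 and -0.040 on chromosome 13 and -0.032 on chromosome 4, and the shares would be 5.45%, 4.32%, 4.87% and 3.70%.

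Progeny 4 had 27 de novo loss probes with normexp against 0 to 7 in the other progeny, and 21 of its 201 main losses were among them. Only 44.3% of its de novo losses were among the 10% of probes with the lowest signal, against 80.5% to 96.8% in the other progeny. At 11 of the 27 probes the dam was also low, between -1.32 and -0.46, as on chromosome 4 at 114585758 (-1.85 in progeny 4 and -1.32 in the dam) and on chromosome 16 at 38046475 (-1.89 and -1.15), so a call as de novo there rested on the threshold in the dam. On these 2 named probes, progeny 2, 3 and 5 lay between -1.40 and -0.64, against -0.31 to -0.11 in the sire and progeny 1. At others the parents lay near 0, as on chromosome 2 at 44014846 (-1.32 in progeny 4 and -0.07 and 0.04 in the parents) and on chromosome 14 at 101992379 (-1.04 in progeny 4 and -0.07 in each parent).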
